# The key role of *CYC2* during meiosis in *Tetrahymena thermophila*

**DOI:** 10.1007/s13238-016-0254-9

**Published:** 2016-03-23

**Authors:** Qianlan Xu, Ruoyu Wang, A. R. Ghanam, Guanxiong Yan, Wei Miao, Xiaoyuan Song

**Keywords:** cyclin, meiosis, RNA-Seq, *Tetrahymena thermophila*, homologous recombination

## Abstract

Meiotic recombination is carried out through a specialized pathway for the formation and repair of DNA double-strand breaks (DSBs) made by the Spo11 protein. The present study shed light on the functional role of cyclin, *CYC2*, in *Tetrahymena thermophila* which has transcriptionally high expression level during meiosis process. Knocking out the *CYC2* gene results in arrest of meiotic conjugation process at 2.5–3.5 h after conjugation initiation, before the meiosis division starts, and in company with the absence of DSBs. To investigate the underlying mechanism of this phenomenon, a complete transcriptome profile was performed between wild-type strain and *CYC2* knock-out strain. Functional analysis of RNA-Seq results identifies related differentially expressed genes (DEGs) including *SPO11* and these DEGs are enriched in DNA repair/mismatch repair (MMR) terms in homologous recombination (HR), which indicates that *CYC2* could play a crucial role in meiosis by regulating *SPO11* and participating in HR.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s13238-016-0254-9) contains supplementary material, which is available to authorized users.

## Introduction

*Tetrahymena thermophila*, one of typical ciliate protozoans, is a unicellular eukaryotic species characterized by its nuclear dimorphism. As each cell contains two differentially developed and functionally distributed nuclei, a diploid germ line nucleus (micronucleus) and a polyploid somatic nucleus (macronucleus) (Collins, 2012). *Tetrahymena* also has two types of life cycle, vegetative growth cycle and meiotic conjugation cycle. In meiotic conjugation cycle, only the micronucleus takes part as one of the similar biological processes which are evolutionarily conserved with multicellular organisms meiosis, except for the extra complicated procedures of several successive mitotic cycles in conjugation after meiotic segregation (Collins, 2012).

Meiosis is a highly conserved process in sexually reproducing eukaryotes. It is a special mode of mitosis, during which the parental diploid chromatins duplicate once followed by two rounds of precise halving of the genome in succession to generate haploid gametes. During gametes production in most gamogenetic species, homologous recombination (HR) occurs in the prophase of meiosis I before the chromosomes segregation starts. At the same time, the chiasmata were formed between aligned homologous chromosomes as a stable physical connection which serves for maintaining the accuracy of chromosome equal segregation (Petronczki et al., 2003).

The recombination is the most protrusive and important process during meiosis I prophase by virtue of its reshuffling function through merging the two parental alleles, generating more diversified progenies, which is of evolutionary significance (Kauppi et al., 2004). Meiotic recombination has at its heart the formation and subsequent repair of DNA double strand breaks (DSBs) (Keeney, 2001). DSB formation is catalyzed by Spo11, which appears to act via a topoisomerase-like reaction to generate a transient, covalent protein-DNA intermediate (Keeney et al., 1997a). The repair of any given meiotic DSB can result in either reciprocal exchange of the chromosome arms flanking the break (a crossover), or no exchange of flanking arms (a noncrossover or parental configuration).

During the early stage of conjugation, two different mating types of *T. thermophila* cells approach each other till the pair formed. Then a rather stable junction formed followed by a course of shape changing of micronuclei and two successions of chromosome segregations. In addition, crescent stage was found to be the analogous to the bouquet stage in multicellular organisms when extremely elongated micronuclei (crescent) were formed at approximately 3 h after conjugation initiation (Loidl and Mochizuki, 2009). This is of great importance for both homologous recombination in prophase and DNA rearrangement during the growth of new macronuclei (Mochizuki and Gorovsky, 2004). On account of the unique life cycle, nuclear dimorphism as well as convenience of inducing meiosis initiation and observable distinctive characteristics summarized at each stage in meiosis, *T. thermophila* could be used as a great and unique research model of meiosis process like *Saccharomyces cerevisiae*.

Cyclin domain is a helical domain for protein recognition, which exists mostly in cyclin superfamily proteins but also in transcription factor II B and Retinoblastoma with different copies and forms of distribution (Gibson et al., 1994). Cyclin domain equips cyclin proteins with key function of conditioning the enzyme activity of cyclin-dependent kinases, which participate in the molecular regulation of the events of cell cycle and transition into the next phases (Zhang et al., 1999). *T. thermophila* possesses 26 known cyclin homologs which are classified into different cyclin groups of functions. Each of *T. thermophila* cyclin protein exhibits unique profile of mRNA expression (TGD website: http://ciliate.org/) (Miao et al., 2009). Among them, 23 of the cyclin homologs have sharp peaks at different time points of conjugation. *CYC2*, an N-terminal cyclin domain containing protein, was grouped into canonical ally and was identified as cyclin D-like proteins using phylogenetic analysis tools (Stover and Rice, 2011). Also, named as COI5 (conjugation-induced gene 5) (Woehrer et al., 2015). *CYC2* gene has no expression at all during logarithm growth when there are only micronuclei mitosis and macronuclei amitosis, as well as in starvation condition. While its expression begins when the meiosis starts about 2 h after the initiation of conjugation and remains high till the end of meiosis II, suggesting its probable role in meiosis process (Miao et al., 2009).

Moreover, yeast B-type cyclins (CLB5 and CLB6) have been reported to have key roles in the initiation of homologous chromosome recombination and the formation of synaptonemal complex during meiosis prophase (Devault et al., 2008; Henderson et al., 2006).

In the advent of Next Generation Sequencing (NGS), Whole-genome transcriptional profile has become a great tool in transcriptome studies. Comparing with microarray methods, deep RNA sequencing (RNA-Seq) has been more widely used in different cell biology processes due to advantages of unbias, high-throughput, and sensitivity. The first transcriptome of *T. thermophila* was sequenced and released in 2012 (Wang et al., 2009; Xiong et al., 2012), which identified untranslated regions (UTR), novel transcripts and alternative splicing successfully and re-annotated *T. thermophila*’s genome more accurately. Performing RNA-Seq after knocking out genes could provide us a comprehensive understanding of the eliminated gene’s function in transcriptional level both in mammals and ciliates (Gao et al., 2013). This rapid and efficient method could be used as a powerful way to study further molecular mechanisms of interested genes.

While there has been a significant progress in understanding the behaviors of the *T. thermophila* proteins during meiosis and the possible interactions among them, this study was planned to uncover the functional role of cyc2p (*CYC2* protein) in a comprehensive and precise way and its possible involvement in meiotic recombination.

## Results

### Transcriptional expression profile of *CYC2*

*CYC2* gene was selected from candidate genes which shared the similar variation tendency in mRNA expression profile with meiosis associated genes already known according to the analysis result from microarray and related RNA-Seq data. The mRNA expression profile is available on TGD website (http://ciliate.org/) where the microarray analysis results of genes at whole genome scale of *T. thermophila* are displayed (Miao et al., 2009). During logarithmic growth, when there are micronuclei mitosis and macronuclei amitosis, and starvation condition, *CYC2* gene doesn’t express at all. *CYC2* gene starts to express at the second hour after conjugation initiation and keeps a high expression level till the end of meiosis II (Fig. 1A).

**Figure 1:**
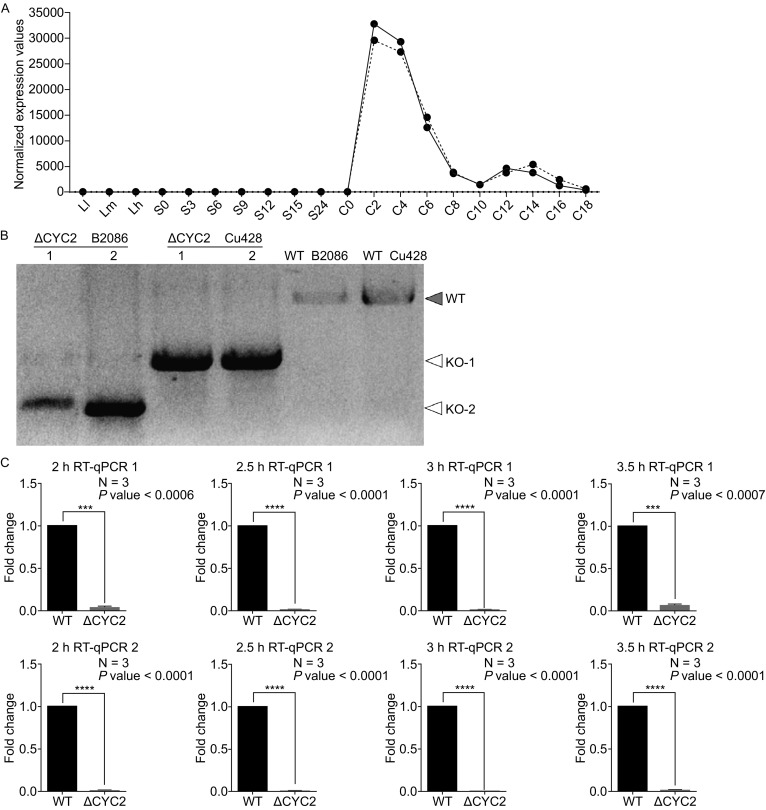
Transcriptional expression profile of *CYC2* (TTHERM_00079530) in *T. thermophila* and confirmation of *CYC2* knock-out strains. (A) The line chart was generated with microarray data of mRNA products of all time points (three GROWTH time points, seven STARVATION time points and ten conjugation time points) in life cycle of *T. thermophila*. The solid and dashed lines denoted the expression values normalized by two different methods. For vegetatively growing cells, L-l, L-m, and L-h respectively correspond to ~1 × 10^5^ cells/mL, ~3.5 × 10^5^ cells/mL, and ~1 × 10^6^ cells/mL. Samples collected at 0, 3, 6, 9, 12, 15, and 24 h after starvation began were respectively referred to as S-0, S-3, S-6, S-9, S-12, S-15, and S-24, and at 0, 2, 4, 6, 8, 10, 12, 14, 16, and 18 h after mixing equal volumes of B2086 and CU428 cells for conjugation initiation referred to as C-0, C-2, C-4, C-6, C-8, C-10, C-12, C-14, C-16, and C-18. It is manifested that *CYC2* expressed at transcriptional level exclusively during conjugation and abundantly during 2–4 h after conjugation initiation followed by additional expression around 12–14 h. (B) The *CYC2* knock-out strains (Δ*CYC2*) of two different mating types (B2086 and Cu428) were confirmed by whole cell extract PCR. The difference of PCR products lengths between strains of two mating types (marked as KO-1 and KO-2) was reasonable for a deleted region larger than target sequence, and it was often observed during the process of co-deletion (Hayashi and Mochizuki, 2015). (C) The fold changes of mRNA expression level of paired strains of Δ*CYC2* at 4 time points after conjugation initiation were examined by RT-qPCR using two different primer sets in CDS (‘qPCR mRNA check-1’ primers for RT-qPCR 1 and ‘qPCR mRNA check-2 exon1’ primers for RT-qPCR 2) (Fig. S1). N number of biological repeats

### Deletion of *CYC2* caused the conjugation process arrest before crescent stage and initiation of meiosis I

The *CYC2* gene knock-out (KO) strains (Δ*CYC2*) of two mating types (CU428 and B2086 II) were previously constructed and well-tested (Hayashi and Mochizuki, 2015). We’ve also confirmed successful *CYC2* KO by whole cell extracts PCR at *CYC2* genomic locus (Fig. 1B) and the extreme low mRNA expression level of *CYC2* was also proved by RT-qPCR (Fig. 1C).

For phenotype assessment, Δ*CYC2* strains were starved for 24 h and mixed with equal amount of each mating type of strains to induce meiosis. Compared with wild type (control), we observed that almost none of the KO strain pairs had generated exconjugants which are the progeny cells after conjugation completely finished. Therefore, *CYC2* would be an essential gene in regulation cell cycle during meiosis process.

The time line for progression of nuclear events in conjugation was assessed by DAPI staining (Fig. 2A). We found that at 1–2 h after the conjugation initiation, the KO strains could form normal pairs as wild type; and micronuclei could slightly migrate from macronuclei at around 2 h followed by stretching a little bit longer. The micronuclei were unable to form a crescent shape as wild type strains did in the beginning of meiosis. This process of stagnation persists till 4.5 h after conjugation initiation while the wild type pairs almost complete the meiosis process (Fig. 2B).

**Figure 2:**
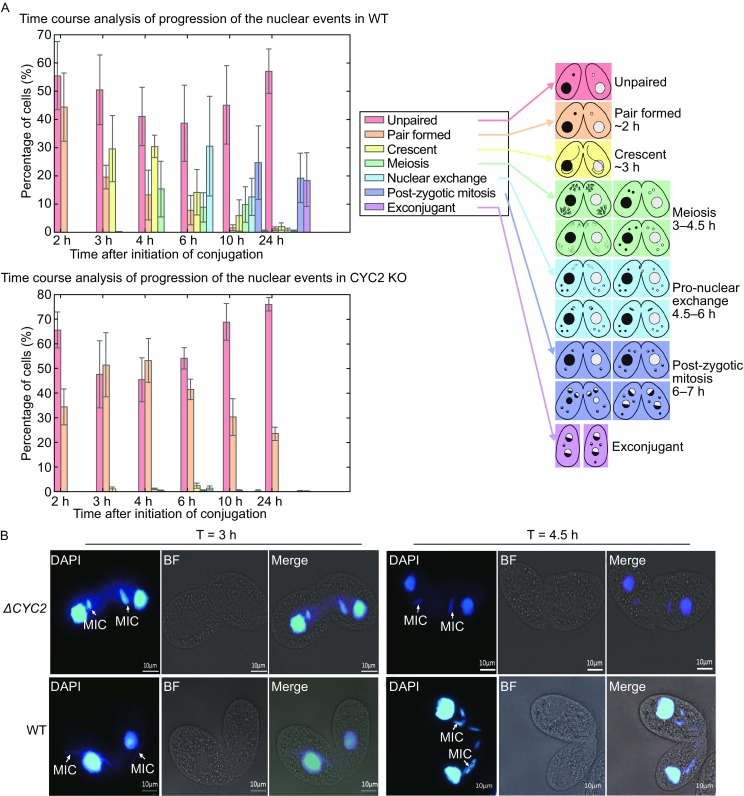
Phenotypic analysis of Δ*CYC2*. (A) The time course analysis of the progression of the nuclear events showed that the loss of *CYC2* resulted in an early conjugation arrest where the conjugants were not able to pass through the crescent stage successfully and lack of meiosis division. The conjugating process was artificially separated into seven parts according to the morphology characteristics (unpaired, pair formed, crescent, meiosis divisions, pro-nuclear exchange, post-zygotic mitosis, and exconjugant) and the related graphical representation were highlighted in different color at the right side. The 4 independent biological repeats of cell samples were collected respectively at 2, 3, 4, 6, 10, and 24 h after conjugation initiation. At least 100 pairs of cells were counted in each repeat. The percentage of each morphologic status was calculated and displayed in the histographs above. (B) The status of cell cycle arrest of Δ*CYC2* before crescent stage was captured during microscopic observation of cells stained with DAPI at 3 h when crescent shape formed in wild type conjugants and at 4.5 h when meiosis II was finished

As the time goes on the KO strains pairs separated into single cells and the percentage of paired ones gradually decreased while the single unpaired cells increased. Eventually the majority of the KO pairs disconnected. These results showed us a meiosis disable phenotype after knocking out *CYC2* gene.

### RNA-Seq and data analysis of ΔCYC2

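*CYC2* (TTHERM_00079530) was lower in Δ*CYC2* than in wild type (WT) at each of the 4 time points sequenced, 2 h, 2.5 h, 3 h and 3.5 h after conjugation initiation. Its level in WT was 232, 404, 313 and 165 FPKM (fragments normalized to transcript length and to mapped fragments) at these times. In Δ*CYC2* it was 45.2, 60.0, 36.2 and 56.5 FPKM, which is 19.5%, 14.8%, 11.6% and 34.3% of the WT level. Over the 4 pairs of libraries this was a log2 ratio of −2.42 (standard error 0.27, adjusted p = 0.000826 from limma). The files give 1 value per gene, so they do not show which part of *CYC2* the remaining reads come from. Poly(A) RNA was sequenced from 1 library per strain and time point, 8 libraries in all. The authors aligned the reads with STAR, quantified transcripts with Cufflinks and compared the libraries of each time point with Cuffdiff in a separate run, so levels at different times come from separately normalized tables. The uniquely mapped reads in the paper's Table 1 range from 42626886 to 43683066 per library, and the depth behind a single value is not given in the sources used here. Those reads are 89% of the clean reads of Δ*CYC2* at 3 h and 95.8% to 96.9% of those of the other libraries. Differences were taken as log2((Δ*CYC2* + 1)/(WT + 1)) of the deposited FPKM values, which draws the ratios of low genes toward 0. Limma was fitted to log2(FPKM + 1) with time as a block, over the 16862 of 26996 genes with a mean of at least 1 FPKM. A single time point has no replicate check. No source used here says whether the time points came from 1 culture or from separate ones. A p-value for a gene thus measures only the spread between these pairs of libraries. The median log2 ratio of the tested genes was 0.34, 0.40, 0.27 and 0.32 at the 4 time points, and changes were also computed relative to that shift.

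**Figure D1:**
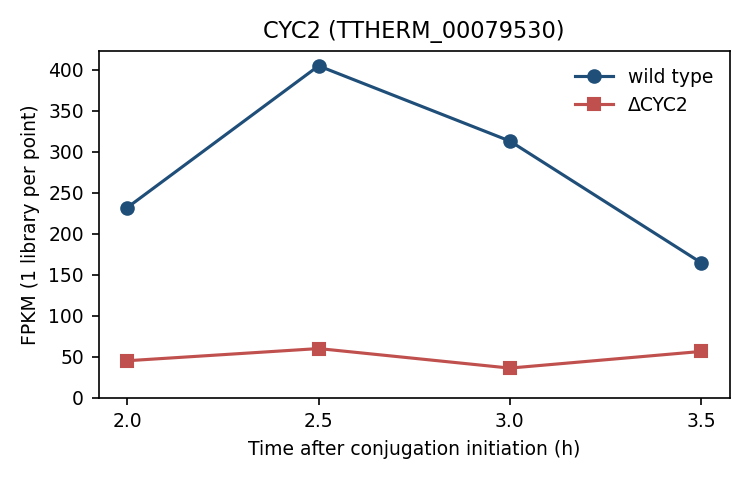
Level of *CYC2* in FPKM (vertical axis) against hours after conjugation initiation (horizontal axis), with 1 library per point and a line for each strain. The Δ*CYC2* points lie between 36.2 and 60.0 FPKM and the WT points between 165 and 404 FPKM.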

In order to test whether the *CYC2* gene affects the regulation of some meiosis associated genes at transcription level, we collected *CYC2* knocked out (ΔCYC2) and wild type cell samples at different four time points—2 h, 2.5 h, 3 h, and 3.5 h after conjugation initiation and perform a transcriptomic analysis by mRNA deep sequencing of RNA extraction products utilizing PolyA enrichment method. We obtained about 180 million paired-end reads, with a total length of more than 45 gigabases (GB). About 173 million (96%) of the paired-end reads could be mapped to the *T. thermophila* reference genome (Table 1). The expression level of each gene was represented as FPKM (Fragments per kilobases per million reads) with mapped reads according to previous reference genome annotation file.

**Table 1:** Statistics of RNA-seq reads

Sample name	Clean reads	Clean bases	Read length	Q20 (%)	Unique mapped reads
WT-2 h	44,363,694	5,545,461,750	125	96.60	42,626,886
WT-2.5 h	44,950,340	5,618,792,500	125	96.46	43,577,402
WT-3 h	45,183,552	5,647,944,000	125	96.06	43,300,024
WT-3.5 h	45,196,512	5,649,564,000	125	95.87	43,577,316
Δ*CYC2*-2 h	45,394,020	5,674,252,500	125	96.14	43,683,066
Δ*CYC2*-2.5 h	45,283,310	5,660,413,750	125	96.24	43,598,652
Δ*CYC2*-3 h	48,036,470	6,004,558,750	125	97.46	42,755,586
Δ*CYC2*-3.5 h	44,986,790	5,623,348,750	125	95.22	43,280,830
Total	363,394,688	45,424,336,000			346,399,762

The identified transcriptomes were compared between Δ*CYC2* strains and wild type strains at 2 h, 2.5 h, 3 h, 3.5 h four time stages, 1918, 1663, 1489, 1305 differentially expressed genes (DEGs) were identified (FDR < 0.05) respectively. 

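Across the 4 pairs of libraries, 6266 genes were higher and 2292 lower in Δ*CYC2* at an adjusted p under 0.05 from limma, and 7149 and 2644 at an unadjusted p under 0.05. Relative to the median ratio of each time point, 3081 genes were higher and 3530 lower, so which direction held more genes depends on the scaling. Among genes with a mean of at least 5 FPKM that changed the same way at all 4 time points, TTHERM_00326770 had the largest mean rise, a log2 ratio of 5.56 (standard error 0.29, adjusted p = 0.000115 from limma). The largest mean fall was that of TTHERM_00363040, a log2 ratio of −5.71 (standard error 0.87, adjusted p = 0.00234 from limma). TTHERM_00362970 followed with −5.31 (standard error 0.79, adjusted p = 0.00208 from limma). Both of these falls lie in a run of 12 adjacent genes that were also low in WT at 2.5 h. The annotation used here pairs no product name with an ID. Of the genes past the test, 2512 were at least 2-fold higher and 1379 at least 2-fold lower on average. With centred ratios, a setting chosen after seeing the data, 1141 genes were at least 2-fold higher and 2121 at least 2-fold lower on average, by size alone. At all 4 time points, 981 genes were at least 2-fold higher and 631 at least 2-fold lower. Without the 2.5 h pair, limma called 3798 genes higher and 1621 lower. A steady change of the ratio with time passed an adjusted p under 0.05 from limma for 0 genes, with 1550 rising and 2232 falling at an unadjusted p under 0.05. That fit has fewer residual degrees of freedom than the main one and little power, so it does not show that the ratios were constant.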

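At 2 h, 3490 genes were at least 2-fold higher and 1402 at least 2-fold lower in Δ*CYC2*, among genes with at least 1 FPKM in either strain. The counts were 3622 higher and 1766 lower at 2.5 h, 2958 and 2291 at 3 h, and 2761 and 1786 at 3.5 h. Relative to the median ratio, they were 1873 higher and 2264 lower at 2 h, 1573 and 2800 at 2.5 h, 1785 and 3091 at 3 h, and 1311 and 2590 at 3.5 h. TTHERM_01309080 stood at 12.6 FPKM in WT and 607 FPKM in Δ*CYC2* at 2 h. TTHERM_00326770 stood at 31.5 FPKM in WT and 1434 FPKM in Δ*CYC2* at 2.5 h, and at 14.2 and 1528 FPKM at 3 h. Among lower genes, TTHERM_00362970 stood at 270 FPKM in WT and 3.41 FPKM in Δ*CYC2* at 2 h. TTHERM_00530039 stood at 96.1 FPKM in WT and 0.842 FPKM in Δ*CYC2* at 2.5 h. TTHERM_00363040 stood at 860 FPKM in WT and 1.73 FPKM in Δ*CYC2* at 3 h, and at 1375 and 7.14 FPKM at 3.5 h. TTHERM_00606960, at 39857 FPKM in WT and listed at 0 in Δ*CYC2* at 2 h, is marked by Cuffdiff as too deeply covered to be tested and is not read as a fall. The authors' deposited table calls 1296 genes higher and 622 lower at 2 h, 803 and 860 at 2.5 h, 488 and 1001 at 3 h, and 539 and 766 at 3.5 h. Limma over the 4 pairs also called 971 of the 1137 tested genes that the authors' deposited table calls higher at 2 h, and 506 of 574 lower ones. For the calls of the authors' deposited table at later times, this held for 719 of 747 higher and 761 of 768 lower genes at 2.5 h, 455 of 460 and 804 of 860 at 3 h, and 456 of 506 and 631 of 669 at 3.5 h. These overlaps rest in part on the same libraries and are not independent evidence.

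**Figure D2:**
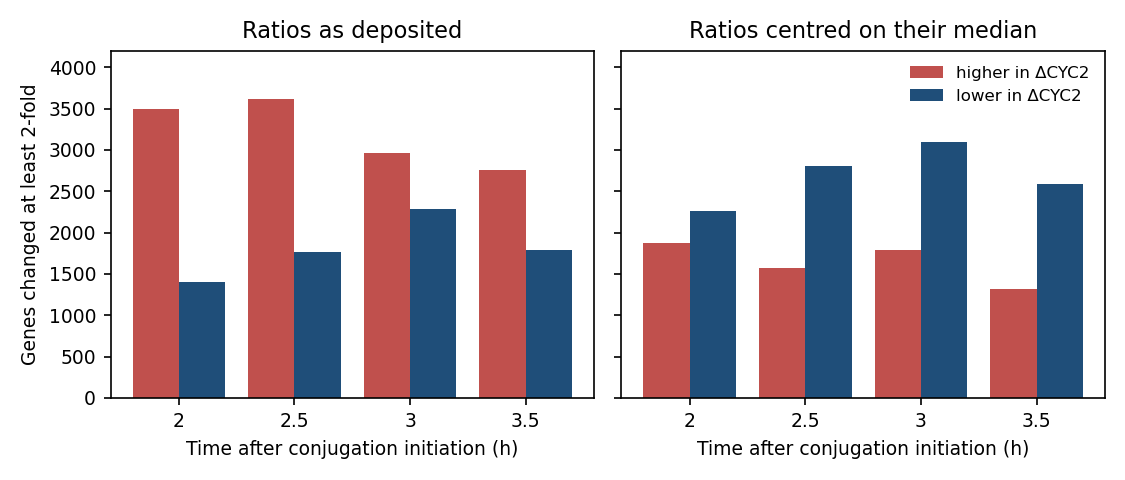
Numbers of genes (vertical axis) at least 2-fold higher or lower in Δ*CYC2* at each time point (horizontal axis), from 1 library per strain and time point. Ratios of the deposited FPKM + 1 are uncentred in 1 panel (titled as deposited) and centred on their median in the other. Higher genes outnumber lower ones at each time point with uncentred ratios, and lower genes outnumber higher ones once the ratios are centred. At a threshold of 4-fold, not drawn, uncentred ratios gave 558 higher and 359 lower genes at 2 h. They gave 431 and 532 at 2.5 h, 331 and 685 at 3 h, and 238 and 471 at 3.5 h.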

We identified 1296 up-regulated DEGs, 622 down-regulated DEGs at 2 h stage, 803 up-regulated DEGs, 860 down-regulated DEGs at 2.5 h stage, 1001 up-regulated DEGs and 488 down-regulated DEGs at 3 h stage and 539 up-regulated DEGs, 706 down-regulated DEGs at 3.5 h stage (Fig. 3A). In addition to that, there was 479 genes differentially expressed at all four stages, and 895 genes differentially expressed at both 2 h and 2.5 h stages, 967 genes differentially expressed at both 2.5 h and 3 h stages, 927 genes differentially expressed at both 3 h and 3.5 h stages (Fig. 3B).

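The log2 ratios of different time points rose and fell together across genes, most closely between neighbouring times late in the series. Between 3 h and 3.5 h Pearson's r was 0.90 and Spearman's rho 0.87, between 2.5 h and 3 h 0.83 and 0.77, and between 2 h and 2.5 h 0.75 and 0.70. Pairs of times further apart gave an r of 0.77 and a rho of 0.69 (2.5 h and 3.5 h), 0.64 and 0.55 (2 h and 3 h), and 0.55 and 0.45 (2 h and 3.5 h). These 6 correlations are across genes, which are not independent replicates, and no library is shared between time points. *CYC6*, *CYC18*, *SPO11*, *DMC1*, *HOP2*, the Aurora-like kinase (TTHERM_00684590) and a subunit of protein phosphatase 2A (TTHERM_00991560) are called at all 4 time points in the authors' deposited table. In all, the authors' deposited table calls 472 genes at all 4 time points, 162 of them higher and 310 lower in Δ*CYC2*. The authors' deposited table calls 473 genes higher at both 2 h and 2.5 h, where independent lists of the same sizes would share 53.0, and 421 lower, where they would share 27.0. For 2.5 h and 3 h, the calls of the authors' deposited table share 323 higher and 644 lower genes against 20.5 and 43.4 for independent lists. For 3 h and 3.5 h, the calls of the authors' deposited table share 275 higher and 652 lower genes against 13.7 and 39.1. The calls of the authors' deposited table at 2 h and 3.5 h share 224 higher and 345 lower genes against 35.9 and 22.9, and 5 genes are called in opposite directions.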

**Figure 3:**
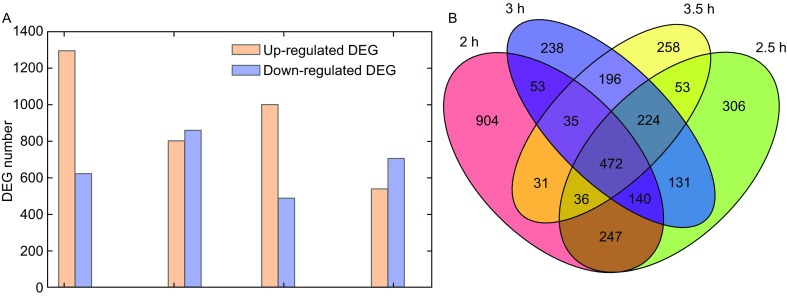
Overview of differentially expressed genes (DEGs). (A) DEG number of *CYC2* KO strains and wild type strains at four time stages (2, 2.5, 3, and 3.5 h after conjugation initiation). (B) Venn diagram identifying transcriptome DEG features between KO strains and wild type strains at four different time stages

### Gene ontology enrichment analysis

The significantly up and down regulated genes at the four different time points were screened thoroughly according to the requirements that the binary logarithm of fold change should be no less than 2 for up regulated genes and no more than −2 for down regulated genes and *P* value no more than 0.05. The filtered data was used to perform the gene ontology (GO) enrichment analysis separately utilizing the ClueGO (Bindea et al., 2009) in three main groups: biological process, molecular function, and cellular component. The filtered DEGs up regulated at 2, 2.5, 3, and 3.5 h stages were enriched mostly in metabolic process related GO terms (Fig. S2), such as carbohydrate derivative metabolic process (GO: 1901135), carboxylic acid metabolic process (GO: 0019752). 

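Genes that the study lists under carbohydrate derivative and carboxylic acid metabolism were higher in Δ*CYC2*. Of 33 measured genes listed under carbohydrate derivative metabolism, 30 rose at an adjusted p under 0.05 from limma (31 when adjusted over the list alone), and the median log2 ratio was 1.98. Their median log2 ratio was 2.23 at 2 h, 2.13 at 2.5 h, 1.80 at 3 h and 1.55 at 3.5 h, with 30, 27, 26 and 22 genes at least 2-fold higher. Of 28 measured genes listed under carboxylic acid metabolism, 27 rose (27 when adjusted over the list alone), with a median log2 ratio of 2.20. Their median log2 ratio was 2.36, 2.26, 2.38 and 1.92 at the same times. TTHERM_00666640, listed under carboxylic acid metabolism, rose with a log2 ratio of 4.90 (standard error 0.21, adjusted p = 9.08e-05 from limma). The study chose these lists on these samples, so the counts are not independent evidence. No set test was run, since the study's tables show 23 of the 24 genes they count under the carbohydrate term at 2 h and 23 of the 26 under the carboxylic acid term at 2.5 h.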

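Genes of mismatch repair were lower in Δ*CYC2* at 2 h and over the series. The list holds *PMS2*, *TMLH1*, *MSH6*, *MSH3*, *MSH5* and 1 gene without a symbol. At 2 h, 5 of the 6 were at least 2-fold lower, with a median log2 ratio of −1.69. The median was −2.52 at 2.5 h, −2.23 at 3 h and −1.69 at 3.5 h. Over the 4 pairs, all 6 fell at an adjusted p under 0.05 from limma (6 when adjusted over the list alone), with a median log2 ratio of −2.06. Limma's camera, with a preset correlation between genes, gave an adjusted p = 1.06e-06 for the list, and an adjusted p = 0.162 with an estimated correlation. The p-value with the preset correlation takes its degrees of freedom from the number of genes, not of libraries. *MSH5* (TTHERM_00763040), a MutS homolog that acts in crossing over rather than mismatch repair in yeast, fell most in the list, with a log2 ratio of −3.70 (standard error 0.50, adjusted p = 0.00158 from limma). It stood at 11.5 FPKM in WT and 2.86 FPKM in Δ*CYC2* at 2 h, and at 149 and 3.53 FPKM at 3 h. All these genes but *TMLH1*, the 5 that the study itself lists under mismatch repair, make a list of which 5 fell (5 when adjusted over the list alone), with an adjusted p = 6.87e-06 from camera and an adjusted p = 0.162 with an estimated correlation. The study chose these 5 on these samples, so neither list is independent evidence.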

The filtered DEGs down-regulated at 2 h stage were enriched mainly in DNA MMR GO terms (Fig. 4A), like mismatch repair (GO: 0006298), mismatched DNA binding (GO: 0006298). 

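Genes that the study lists under DNA replication and the response to DNA damage were lower in Δ*CYC2* at 2.5 h and 3 h. All 15 measured replication genes were at least 2-fold lower at both times, with median log2 ratios of −2.05 and −2.40. TTHERM_01207610, listed under replication, stood at 120 FPKM in WT and 7.98 FPKM in Δ*CYC2* at 2.5 h, and fell over the 4 pairs by 3.31 on the log2 scale (standard error 0.22, adjusted p = 0.000213 from limma). TTHERM_00780750, also listed there, stood at 145 and 26.7 FPKM at 3 h, and fell by 2.07 (standard error 0.26, adjusted p = 0.00120 from limma). The 15 replication genes all fell at an adjusted p under 0.05 from limma (15 when adjusted over the list alone). Camera gave them an adjusted p = 4.18e-11, and an adjusted p = 0.162 with an estimated correlation. All 5 genes of replication initiation fell (5 when adjusted over the list alone), with an adjusted p = 5.05e-05 from camera and an adjusted p = 0.172 with an estimated correlation. Their median log2 ratio was −2.23 at 2.5 h and −2.71 at 3 h. Of 18 measured genes of the response to DNA damage, which include *DMC1*, *MSH6* and *PMS2*, 16 fell (17 when adjusted over the list alone), with median log2 ratios of −2.22 and −2.37 at these times. Camera gave that list an adjusted p = 3.61e-13, and an adjusted p = 0.162 with an estimated correlation. The lists share members and were chosen by the study on these samples, so they are not independent evidence.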

At 2.5 h and 3 h stage, the filtered DEGs were enriched both in DNA MMR related GO terms and DNA replication related GO terms (Fig. 4B and 4C), such as DNA replication (GO: 0006298), cellular response to DNA damage (GO: 0034984). Also the filtered DEGs at 3.5 h stage were enriched in DNA replication related GO terms like DNA replication (GO: 0006298), DNA-dependent DNA replication (GO: 0006262) (Fig. 4D). 

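At 3.5 h, 14 of the 15 replication genes were at least 2-fold lower in Δ*CYC2*, with a median log2 ratio of −2.12. At 2 h, 6 of them were, and the median was −0.77. TTHERM_00213600, listed under replication, stood at 156 FPKM in WT and 31.4 FPKM in Δ*CYC2* at 3.5 h, and fell over the 4 pairs by 1.62 on the log2 scale (standard error 0.40, adjusted p = 0.0146 from limma). The 5 initiation genes had a median log2 ratio of −0.87 at 2 h and −2.21 at 3.5 h. The 18 genes of the response to DNA damage had medians of −1.02 and −1.63 at these times. Whether the ratios of these lists differ between time points was not tested. Replication was listed by the study at 2.5 h, 3 h and 3.5 h, initiation at 2.5 h and 3 h, and DNA damage at 2.5 h and 3.5 h. None of these lists was chosen at 2 h, which favours smaller ratios there.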

The full GO enrichment analysis results were supplemented in Table S2–S5.

**Figure 4:**
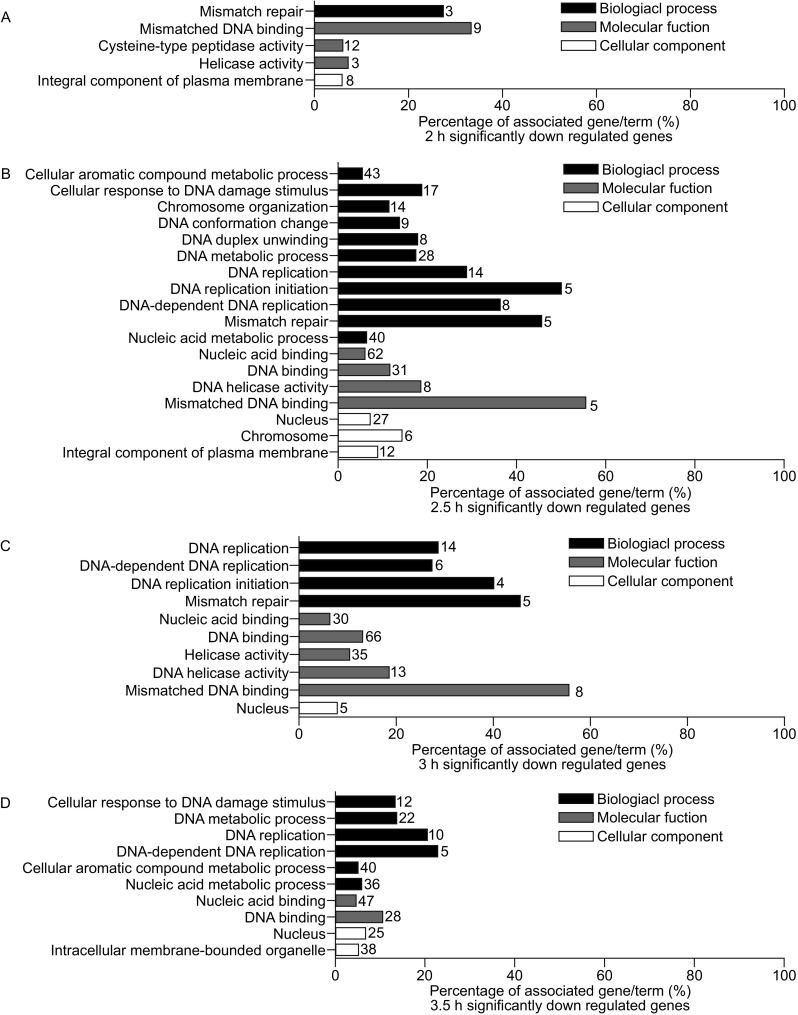
Gene ontology (GO) enrichment analysis of down regulated genes. The filtered significantly down regulated genes (Log2 (fold change) < −2 and *P* value < 0.05) of each time point were subjected to GO enrichment analysis separately in biological process, molecular biology, and cellular function. (A) Percentage of associated genes/term (%) at 2 h. (B) Percentage of associated genes/term (%) at 2.5 h. (C) Percentage of associated genes/term (%) at 3 h. (D) Percentage of associated genes/term (%) at 3.5 h. The length of bars from each histogram indicates the percentage of associated genes for each term. The number on top of each bar means the number of associated genes

Together, from the GO analysis results of the up regulated DEGs (Fig. S2) there were little strong enrichment at any time point of the four. 

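Genes that the study lists under pyruvate metabolism, protein glycosylation, the nucleolus, translational elongation and the mitochondrion were higher in Δ*CYC2*. All 11 measured genes of pyruvate metabolism rose at an adjusted p under 0.05 from limma (11 when adjusted over the list alone), with a median log2 ratio of 2.43. Camera gave that list an adjusted p = 5.22e-06, and an adjusted p = 0.170 with an estimated correlation. Of 10 glycosylation genes, 8 rose (8 when adjusted over the list alone), with a median of 1.96, an adjusted p = 0.000569 from camera and an adjusted p = 0.170 with an estimated correlation. TTHERM_00322950, listed under glycosylation, stood at 18.4 FPKM in WT and 528 FPKM in Δ*CYC2* at 3.5 h, and rose over the 4 pairs by 4.67 on the log2 scale (standard error 0.21, adjusted p = 9.08e-05 from limma). All 10 nucleolar genes rose (10 when adjusted over the list alone), with a median of 1.31. Camera gave them an adjusted p = 0.000996, and an adjusted p = 0.292 with an estimated correlation. The nucleolar median was 1.92 at 2 h, 1.13 at 2.5 h, 1.01 at 3 h and 1.00 at 3.5 h. Nucleolar genes were listed by the study at 2 h alone, which favours a larger ratio there. All 7 genes of translational elongation rose (7 when adjusted over the list alone), with a median of 2.18, an adjusted p = 0.000512 from camera and an adjusted p = 0.162 with an estimated correlation. TTHERM_00655820, listed under elongation, stood at 3079 FPKM in WT and 12540 FPKM in Δ*CYC2* at 3 h. All 11 mitochondrial genes rose (11 when adjusted over the list alone), with a median of 1.97, an adjusted p = 2.67e-05 from camera and an adjusted p = 0.162 with an estimated correlation. Among them, TTHERM_00052310 stood at 171 FPKM in WT and 1881 FPKM in Δ*CYC2* at 2 h. These lists were chosen by the study on these samples and are not independent evidence.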

The results at each of the four time points showed that biological process and molecular function almost centered on various metabolic process of organic compounds and that the protein products of these genes were dispersed into different cellular components without well-detected focus. 

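Genes that the study lists under chromosome organization, the plasma membrane and cysteine-type peptidases were lower in Δ*CYC2*. All 14 measured genes of chromosome organization fell at an adjusted p under 0.05 from limma (14 when adjusted over the list alone), with a median log2 ratio of −1.88. Camera gave that list an adjusted p = 8.27e-12, and an adjusted p = 0.162 with an estimated correlation. All 11 plasma membrane genes fell (11 when adjusted over the list alone), with a median of −1.60, an adjusted p = 1.38e-10 from camera and an adjusted p = 0.162 with an estimated correlation. Of 12 cysteine-type peptidase genes, 11 fell (11 when adjusted over the list alone), with a median of −1.39, an adjusted p = 1.21e-08 from camera and an adjusted p = 0.162 with an estimated correlation. Their median was −2.28 at 2 h, −1.78 at 2.5 h, −0.98 at 3 h and −0.95 at 3.5 h. TTHERM_00881440, a listed peptidase gene, stood at 1077 FPKM in WT and 195 FPKM in Δ*CYC2* at 2 h, a log2 ratio of −2.46, and was lower over the 4 pairs (adjusted p = 0.0241 from limma). The chromosome organization genes had medians of −1.22, −2.23, −2.41 and −1.92 at the 4 time points, and the plasma membrane genes −1.36, −1.73, −1.81 and −1.72. The study chose these lists on these samples, so they are not independent evidence. It listed the peptidases at 2 h, chromosome organization at 2.5 h and the plasma membrane at 2 h and 2.5 h. Members had to pass its size filter at a time of listing, which favours larger ratios there. From the terms enriched among lower genes, the paper proposes that losing *CYC2* impairs genes of mismatch repair and replication, and through them meiosis.

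**Figure D3:**
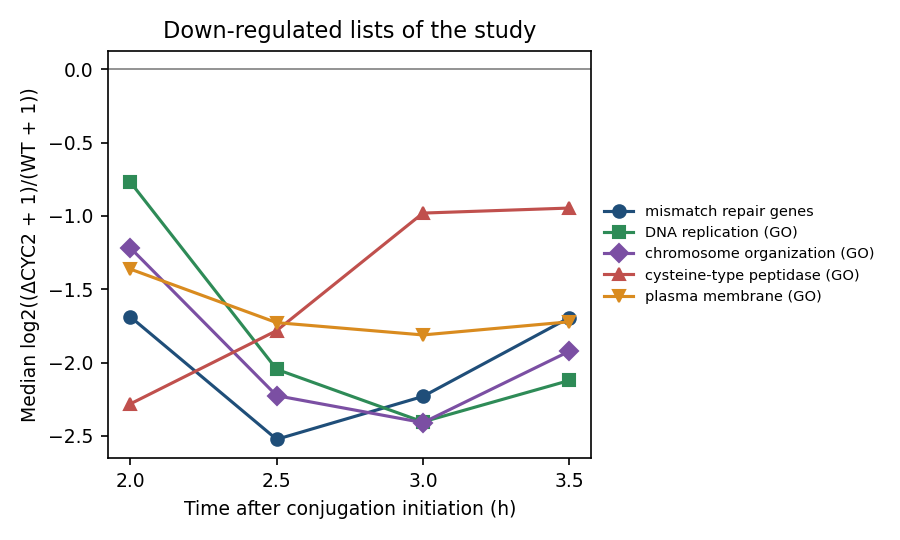
Median log2 ratio of Δ*CYC2* to WT (vertical axis) at each time point in hours (horizontal axis) for 5 lists of genes, 1 line per list, from 1 library per strain and time point. All the medians lie below 0, those of DNA replication run from −0.77 to −2.40 and those of the cysteine-type peptidases from −2.28 to −0.95. Peptidases were listed by the study at 2 h and replication at 2.5 h, 3 h and 3.5 h, which favours larger ratios there.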

In sharp contrast to the situation in the up regulated DEGs, the significantly down-regulated part manifested a strong enrichment from the angle of biological process and molecular function in DNA MMR and DNA replication, while it is mainly enriched in nucleus in aspect of cellular component, which may indicate that knocking out of *CYC2* may result in DNA MMR and DNA replication related genes’ dysfunction, further causing Δ*CYC2* strains’ meiosis disability.

### The affected meiosis associated genes in ΔCYC2 strain

The 60 best-conserved *Tetrahymena* meiotic proteins used as a criteria for a possible meiosis-specific function was previously manifested (Mochizuki et al., 2008). 

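Of the 20 genes of the paper's Table 2, 12 were lower and 5 higher in Δ*CYC2* over the 4 pairs of libraries at an adjusted p under 0.05 from limma (12 and 5 when adjusted over the list alone). The higher genes were *IME4*, *CYC24*, *CYC18*, *FZY9* and the protein phosphatase 2A subunit gene. *SPO11*, *DMC1*, *HOP2*, *MND1*, *SGS1*, *EXO1*, *PMS2*, *MSH6*, *MSH3*, *ESP1*, *RRM68* and the Aurora-like kinase gene were lower. *MRE11* and *RAD10* did not pass the test, and *CYC6* lay under the filter of 1 FPKM. The median log2 ratio over the list was −0.47 at 2 h, −1.77 at 2.5 h, −1.90 at 3 h and −1.46 at 3.5 h. Camera gave the list an adjusted p = 1.55e-05, and an adjusted p = 0.162 with an estimated correlation. The study chose these genes on these samples, so the counts are not independent evidence.

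**Figure D4:**
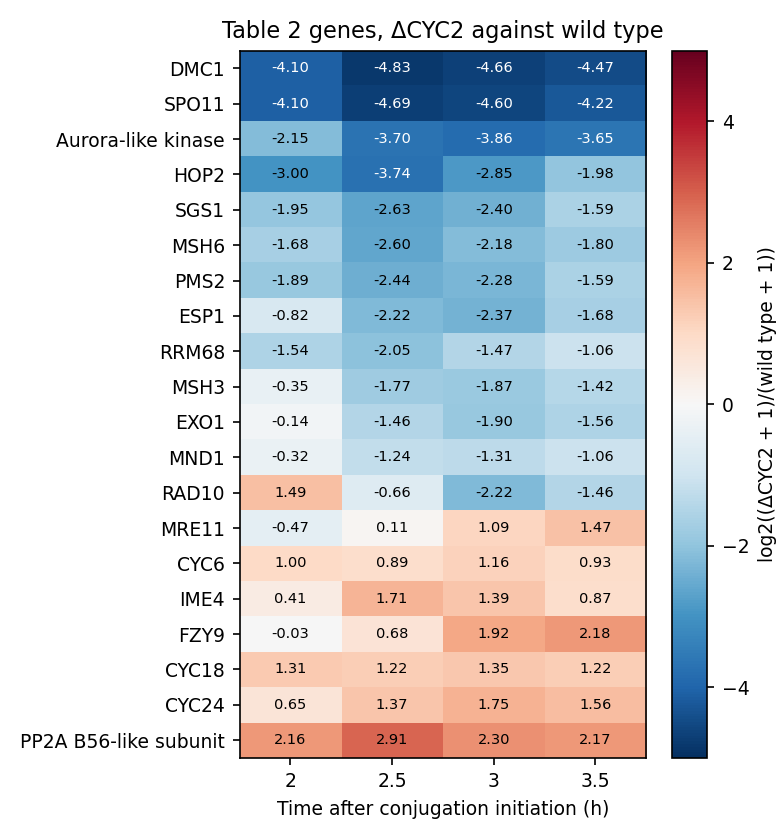
Heat map of log2((Δ*CYC2* + 1)/(WT + 1)) for the 20 genes of Table 2 (vertical axis) at 4 time points in hours (horizontal axis), blue for lower and red for higher in Δ*CYC2*, with each value printed in its cell, from 1 library per strain and time point. *SPO11* and *DMC1* stay blue at all 4 time points, and *RAD10* turns from 1.49 at 2 h to −2.22 at 3 h.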

We observed that 20 of these 60 proteins (Table 2) were significantly affected upon KO of cyc2p indicating that around one third of the known meiosis-associated genes were transcriptionally associated with *CYC2*. Among these genes, *SPO11* (TTHERM_00627090), which plays a significant role in meiotic homolog recombination as it catalyzes DSB formation (Mochizuki et al., 2008), was drastically down regulated at the fold change of −16. 

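*SPO11* (TTHERM_00627090), which encodes the enzyme that makes meiotic DNA double-strand breaks, stood at 134, 304, 296 and 285 FPKM in WT at 2 h, 2.5 h, 3 h and 3.5 h. In Δ*CYC2* it stood at 6.89, 10.8, 11.3 and 14.3 FPKM, which is 5.15%, 3.55%, 3.80% and 5.02% of WT. On the scale of FPKM + 1 its geometric mean fold change was −21.2, and the SD of the 4 fold changes was 4.23 (n = 4 pairs). The log2 ratio over the pairs was −4.40 (standard error 0.19, adjusted p = 9.08e-05 from limma), lower in 4 of 4.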

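*IME4* (TTHERM_00962190), the homolog of a yeast RNA adenosine methyltransferase needed for meiotic entry, stood at 3.78 FPKM in WT and 14.7 FPKM in Δ*CYC2* at 2.5 h. At 2 h it stood at 7.14 and 9.84 FPKM, at 3 h at 6.95 and 19.8 FPKM, and at 3.5 h at 6.74 and 13.2 FPKM. It was higher in Δ*CYC2* in 4 of 4 pairs, with a log2 ratio of 1.10 (standard error 0.24, adjusted p = 0.00873 from limma).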

*IME4* (TTHERM_00962190), a homolog of yeast gene that is required for entry into meiosis (Shah and Clancy, 1992) was significantly up regulated at the 2.5 h stage. 

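The cyclin genes *CYC24*, *CYC18* and *CYC6* were low in WT and higher in Δ*CYC2* in 4 of 4 pairs of libraries. At 3.5 h, *CYC24* (TTHERM_00842480) stood at 1.80 FPKM in WT and 7.26 FPKM in Δ*CYC2*, *CYC18* at 0.442 and 2.35 FPKM, and *CYC6* at 0.255 and 1.39 FPKM. *CYC24* rose with a log2 ratio of 1.33 (standard error 0.21, adjusted p = 0.00256 from limma). *CYC18* rose with a log2 ratio of 1.28 (standard error 0.12, adjusted p = 0.000584 from limma). *CYC6* had a mean under 1 FPKM and was not tested. With *IME4* and *FZY9*, a homolog of an activator of the anaphase-promoting complex, *CYC24* and *CYC18* make a list of induction and cell cycle genes of which 4 of 4 rose (4 when adjusted over the list alone). The median log2 ratio of the list was 1.23 over the 4 pairs, and ran from 0.53 at 2 h to 1.57 at 3 h at single time points. Camera gave it an adjusted p = 0.0441, and an adjusted p = 0.228 with an estimated correlation. Without the 3 h pair the adjusted p from camera was 0.0518. *FZY9* passed limma's test with uncentred ratios but not relative to the median ratio or with no filter on low values. The paper names these genes from the same samples, so they are not independent evidence.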

*CYC24* (TTHERM_00842480), *CYC6* (TTHERM_00194440), and *CYC18* (TTHERM_00827080) which might account for regulation of cell cycle progression in meiosis (Mochizuki et al., 2008) were up regulated at 3.5 h stage.

**Table 2:** Significantly regulated meiosis associated genes after *CYC2* KO

Gene ID	Meiotic functions	Family name	Standard name of *T. thermophila*	Discription	2 h	2.5 h	3 h	3.5 h
TTHERM_00962190	Meiotic induction	Ime4	IME4 (Homolog of budding yeast IME4 (Inducer of meiosis))	In yeast, required for entry into meiosis\nMT-A70 family protein	0.463063	1.95484	1.51113	0.963928
TTHERM_00842480	Regulation of cell cycle progression	Cyclin	CYC24 (CYClin)	Cyclin, N-terminal domain containing protein	0.81999	1.72414	2.11614	2.01071
TTHERM_00194440	Regulation of cell cycle progression	Cyclin	CYC6 (CYClin)	Cyclin, N-terminal domain containing protein	3.27593	2.20212	2.18551	2.44223
TTHERM_00827080	Regulation of cell cycle progression	Cyclin	CYC18 (CYClin)	Cyclin, N-terminal domain containing protein	2.70469	2.74254	2.16665	2.41128
TTHERM_00627090	DSB formation	Spo11/Rec12	SPO11 (Ortholog of budding yeast SPO11)	Type IIB DNA topoisomerase family protein required for meiotic DNA DSBs. Required for the elongation of meiotic nuclei and full chromosome pairing in *Tetrahymena*	−4.28045	−4.81505	−4.71778	−4.31692
TTHERM_00459230	Strand exchange	Dmc1	DMC1 (DMC1 homolog)	meiosis-specific RecA homolog	−4.15141	−4.85911	−4.68173	−4.49637
TTHERM_00721450	Recombinational repair	Mre11/Rad32	MRE11 (Homolog of budding yeast MRE11 and of fission yeast RAD32)	Ser/Thr protein phosphatase family protein. Mre11p is required for the repair of meiotic double-strand breaks and full chromosome pairing	−0.555912	0.128007	1.20542	1.88526
TTHERM_01179960	DSB repair	Exo1	EXO1 (Homolog of budding yeast, fission yeast and mouse EXO1)	XPG I-region family protein involved in DSB repair	−0.224175	−1.9432	−2.19387	−2.02446
TTHERM_00011650	DSB repair	Rad10	RAD10 (Homolog of budding yeast RAD10)	In yeast, single-stranded DNA endonuclease (with Rad1p), cleaves single-stranded DNA during nucleotide excision repair and double-strand break repair	1.56953	−0.692742	−2.38111	−1.50885
TTHERM_01109940	Mismatch repair	Pms1	PMS2 (DNA mismatch repair also called pms1)	DNA mismatch repair protein, C-terminal domain containing protein; homolog to human PMS2	−2.05342	−2.63375	−2.38925	−1.71021
TTHERM_00194810	Mismatch repair	Msh6	MSH6 (homolog to human protein MSH6)	MutS domain III family protein	−1.80791	−2.75677	−2.25144	−1.89783
TTHERM_00426230	Mismatch repair	Msh3	MSH3 (homolog to human protein MSH3)	MutS domain III family protein	−0.461977	−2.16236	−2.1011	−1.67332
TTHERM_01030000	Regulates crossing over	Sgs1/Rqh1	SGS1 (Homolog of budding yeast Sgs1 and fission yeast rqh1)	ATP-dependent DNA helicase, RecQ family protein involved in DNA joint molecule resolution dHJ dissolution and crossing over	−2.14875	−2.88759	−2.53104	−1.75497
TTHERM_00794620	Strand exchange	Hop2/Meu13	HOP2 (Meiosis-specific homolog of budding yeast Homologous Pairing 2)	HOP2 has a role in chiasmata and meiotic bivalent formation. There exists a ubiquitously expressed paralog, TTHERM_01190440 (HOPP2), which is essential for vegetative growth	−3.07189	−3.80692	−2.88744	−2.01004
TTHERM_00300660	Strand exchange	Mnd1/Mcp8	MND1 (Homolog of budding yeast MND1 (meiotic non disjunction) and fission yeast MCP7)	In budding yeast, the Mnd1 protein forms a complex with Hop2 to promote homologous chromosome pairing and meiotic DSB repair. Mnd1 requires Hop2 to localize to chromosomes	−0.581187	−2.04827	−1.82826	−1.75667
TTHERM_00441940	APC regulator	Fzr1/CDH2	FZY9 (Fizzy)	fizzy/CDC20/CDH1 family protein; homolog of *S. cerevisiae* CDH1, a cell cycle regulated activator of the anaphase-promoting complex/cyclosome (APC/C), which directs ubiquitination of various targets	−0.0326336	0.687104	1.94776	2.2213
TTHERM_00297160	–	Cut1	ESP1 (Extra Spindle Pole bodies)	Separase protein, required for mitotic and meiotic chromosome segregation	−1.64457	−3.70644	−3.01699	−2.45854
TTHERM_00158460	–	Mei2	RRM68 (RNA recognition motif-containing protein 68)	RNA recognition motif 2 family protein	−1.76957	−2.30628	−1.55013	−1.17294
TTHERM_00684590	–	Aurora kinases	None	Protein kinase domain containing protein. Sequence similarity to the Aurora protein kinase family	−2.31013	−3.86966	−3.97498	−3.74671
TTHERM_00991560	–	–	None	Protein phosphatase 2A regulatory B subunit (B56 family)	3.49729	5.07489	2.99617	2.78042

Numbers in last four columns (2 h, 2.5 h, 3 h, 3.5 h) mean log2 fold change of KO/WT RPKM of related genes, bolded numbers are significant statistically

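*DMC1*, which encodes the meiotic strand exchange protein, stood at 461 FPKM in WT and 26.0 FPKM in Δ*CYC2* at 2 h, and at 1533 and 59.7 FPKM at 3 h. Its log2 ratio over the 4 pairs was −4.51 (standard error 0.18, adjusted p = 9.08e-05 from limma). *HOP2*, a partner of *DMC1* in strand exchange, fell by 2.89 on the log2 scale (standard error 0.28, adjusted p = 0.000588 from limma), and *MND1* fell by 0.98 (standard error 0.19, adjusted p = 0.00617 from limma). The paralog of *HOP2*, HOPP2 (TTHERM_01190440), did not pass the test, with a log2 ratio of 0.14 (standard error 0.20, adjusted p = 0.574 from limma), and −0.19 relative to the median ratio. The helicase gene *SGS1* fell by 2.14 (standard error 0.21, adjusted p = 0.000629 from limma).

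The mismatch repair genes *MSH6*, *PMS2*, *TMLH1* and *MSH3* fell in Δ*CYC2*, with log2 ratios of −2.07, −2.05, −1.38 and −1.35 (adjusted p = 0.000634, 0.000568, 0.00102 and 0.00604 from limma). *RFA1*, a subunit of the protein that binds single-stranded DNA, fell by 1.13 on the log2 scale (standard error 0.20, adjusted p = 0.00386 from limma). The nuclease gene EXO1 (TTHERM_01179960) fell by 1.26 (standard error 0.29, adjusted p = 0.0102 from limma), but its adjusted p was 0.0540 without the 2.5 h pair and 0.0627 with no filter on low values. MRE11 (TTHERM_00721450), a nuclease gene of break repair, stood at 6.79 FPKM in WT and 4.62 FPKM in Δ*CYC2* at 2 h and at 1.93 and 7.14 FPKM at 3.5 h. Its log2 ratio was 0.55 (standard error 0.32, adjusted p = 0.191 from limma), and 0.89 without the 2 h pair (adjusted p = 0.0330 from limma). Of *MRE11*, *EXO1*, *RAD10* and *RFA1*, 2 fell (2 when adjusted over the list alone), with a median log2 ratio of −0.92. Camera gave that list an adjusted p = 0.0401, and an adjusted p = 0.172 with an estimated correlation. The adjusted p from camera was 0.0963 relative to the median ratio, 0.154 with a mean of at least 5 FPKM, 0.0540 without a time block and 0.0594 without the 2.5 h pair. With no filter on low values it was 0.0668, and that setting was chosen after seeing the data. The paper names these genes from the same samples, so they are not independent evidence.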

The following genes were also down regulated in Δ*CYC2*: *RAD51*, TTHERM_00142330; *DMC1*, TTHERM_00459230; *SGS1*, TTHERM_01030000; *HOP2*, TTHERM_00794620; *MND1*, TTHERM_00300660) which responsible for strand exchange during crossing over and (*RFA1*, TTHERM_00106890; *MRE11*, TTHERM_00721450; *EXO1*, TTHERM_01179960; *PMS2*, TTHERM_01109940; *TMLH1*, TTHERM_00127000; *MSH6*, TTHERM_00194810; *MSH3*, TTHERM_00426230. They were reported to be responsible for DNA damage repair especially mismatch repair (Mochizuki et al., 2008). 

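*ESP1*, which encodes separase, the protease that releases sister chromatids, stood at 1.76, 5.70, 11.6 and 5.26 FPKM in WT at 2 h, 2.5 h, 3 h and 3.5 h, and at 0.562, 0.437, 1.43 and 0.956 FPKM in Δ*CYC2*. Its log2 ratio over the 4 pairs was −1.77 (standard error 0.26, adjusted p = 0.00208 from limma). The gene of the Aurora-like kinase (TTHERM_00684590) stood at 32.9, 108, 181 and 170 FPKM in WT and at 6.64, 7.40, 11.5 and 12.7 FPKM in Δ*CYC2*. Its log2 ratio was −3.34 (standard error 0.30, adjusted p = 0.000487 from limma), with −2.15 at 2 h standing apart from −3.70, −3.86 and −3.65 at the later times.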

The expression of *ESP1* (TTHERM_00297160) and a putative Aurora protein kinase (TTHERM_00684590), which may involve in spindle assembly and chromosome separation at the anaphase of meiosis (Mochizuki et al., 2008), were also down regulated. The large percentage of significantly regulated genes in the listed meiotic specific genes added weight to our view point that *CYC2* was probably involved in the meiosis associated regulation network.

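The gene of the protein phosphatase 2A subunit (TTHERM_00991560) stood at 0.507, 0.249, 1.27 and 1.48 FPKM in WT at 2 h, 2.5 h, 3 h and 3.5 h, and at 5.73, 8.40, 10.2 and 10.2 FPKM in Δ*CYC2*. Its log2 ratio over the 4 pairs was 2.38 (standard error 0.18, adjusted p = 0.000256 from limma). *RRM68*, which encodes an RNA-binding protein, fell by 1.53 on the log2 scale (standard error 0.20, adjusted p = 0.00136 from limma). FZY9 (TTHERM_00441940) stood at 66.3 FPKM in WT and 64.9 FPKM in Δ*CYC2* at 2 h, and at 25.5 and 119 FPKM at 3.5 h. It rose by 1.19 (standard error 0.38, adjusted p = 0.0347 from limma), but its adjusted p was 0.119 relative to the median ratio, 0.0717 without the 2.5 h pair, 0.109 without the 3 h pair, 0.125 without the 3.5 h pair and 0.128 with no filter on low values, the last chosen after seeing the data. RAD10 (TTHERM_00011650), a gene of nucleotide excision repair, stood at 11.5 FPKM in WT and 34.2 FPKM in Δ*CYC2* at 2 h, and at 35.5 and 6.82 FPKM at 3 h. Its log2 ratio was −0.71 (standard error 0.55, adjusted p = 0.304 from limma), and −1.45 without the 2 h pair (adjusted p = 0.00828 from limma).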

### Disable meiotic DSB formation in Δ*CYC2* strain

The presence of the phosphorylated histone H2A.X variant (gamma-H2A.X) is a marker for the location of DSBs appears on the meiotic chromosomes of *T. thermophila* (Song et al., 2007). We test the formation of meiotic DSBs by performing immunofluorescence of gamma-H2AX. In wild type, meiotic DSBs begin before crescent stage when micronuclei haven not elongated (Fig. 5A) and also were seen at crescent stage (Fig. 5B). In contrast, we did not detect any DSB signal in micronuclei of *CYC2* KO strains, which also could not elongate into crescent (Fig. 5C and 5D). These results suggest that meiotic DSB formation was totally disrupted after knocking out of the *CYC2* gene.

**Figure 5:**
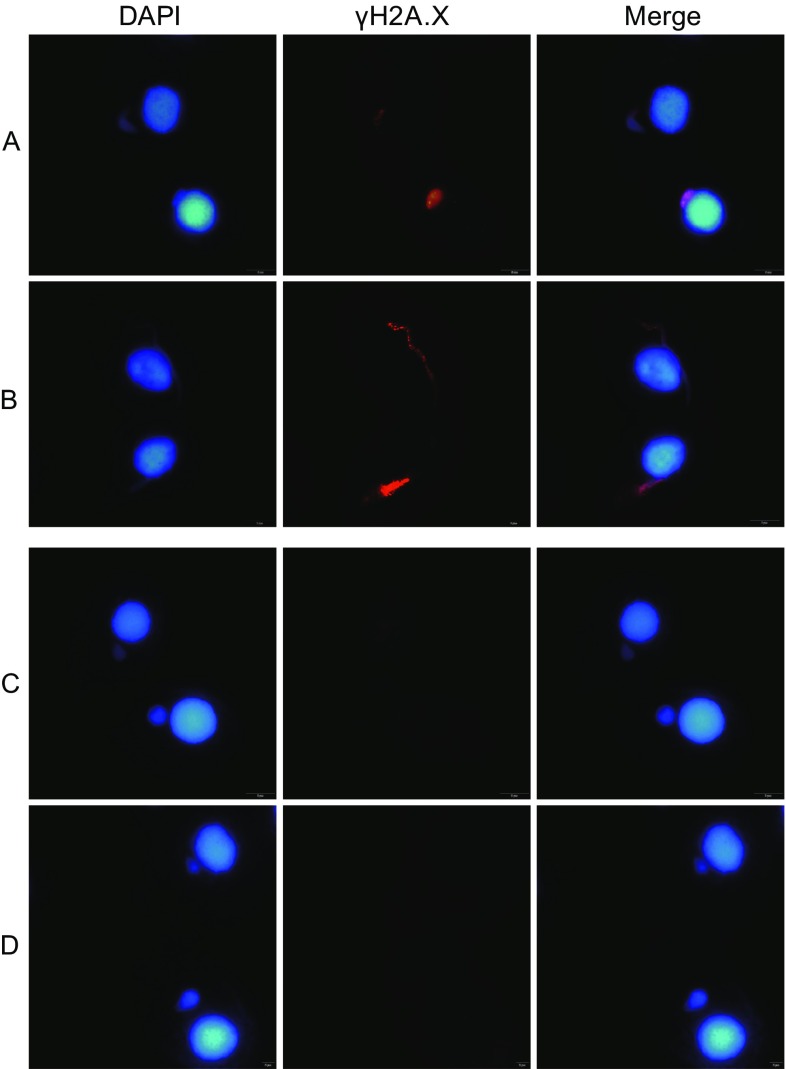
Immunostaining of wild type and *CYC2* KO strains. (A) Gamma-H2AX signals occupied the whole wild type micronuclei before crescent stage. (B) Gamma-H2AX signals occupied the whole wild type meiotic micronuclei during crescent stage. (C and D) There were no gamma-H2AX signals in *CYC2* KO micronuclei, which could not elongate fully during conjugation

### Validation of the RNA-Seq results

From the significantly regulated genes of four time points after conjugation initiation we randomly selected 9 genes together with *SPO11* gene to check the validity and credibility of RNA-Seq results by comparing the mRNA expression profile of 3 independent biological repeats of conjugants of wild type and *CYC2* KO strains, using reverse transcription quantitive PCR (RT-qPCR) with *RPL11* as the internal control (Fig. 6). The list of these 9 genes with some annotation details and the binary logarithm of fold changes of being regulated can be viewed in supplement archive. 

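Of the genes of Table S6, *PMS2*, *MSH5* and *SPO11* were lower in Δ*CYC2* by RNA-seq over the 4 pairs of libraries. The tetraspanin gene, tetraspanin (TTHERM_00865200), stood at 2.03 FPKM in WT and 15.2 FPKM in Δ*CYC2* at 3.5 h, and rose with a log2 ratio of 1.20 (standard error 0.31, adjusted p = 0.0162 from limma). Its adjusted p was 0.0615 relative to the median ratio, 0.0549 without the 2.5 h pair and 0.0837 with no filter on low values, the last chosen after seeing the data. TTLL6E (TTHERM_00077290), a gene of tubulin modification, had a log2 ratio of 0.72 (standard error 0.29, adjusted p = 0.0783 from limma), and of 0.98 without the 3.5 h pair (adjusted p = 0.0453 from limma). The gene listed as an NLI interacting factor-like phosphatase, NLI phosphatase (TTHERM_00338290), had a log2 ratio of 0.53 (standard error 0.37, adjusted p = 0.273 from limma), and of 0.92 without the 2 h pair (adjusted p = 0.0468 from limma). *RRP5*, *UDH1* and the FAD-dependent oxidoreductase gene had a mean under 1 FPKM and were not tested. At 2 h, *RRP5* stood at 0.105 FPKM in WT and 1.25 FPKM in Δ*CYC2*, and *UDH1* at 0.858 and 0.186 FPKM. The oxidoreductase gene stood at 0.228 and 1.28 FPKM at 2.5 h.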

Despite some slight differences, the general expression profiles were quite consistent between the RNA-Seq and RT-qPCR data, convincingly validating the reliability of the transcriptomic changes after knocking out *CYC2.*

**Figure 6:**
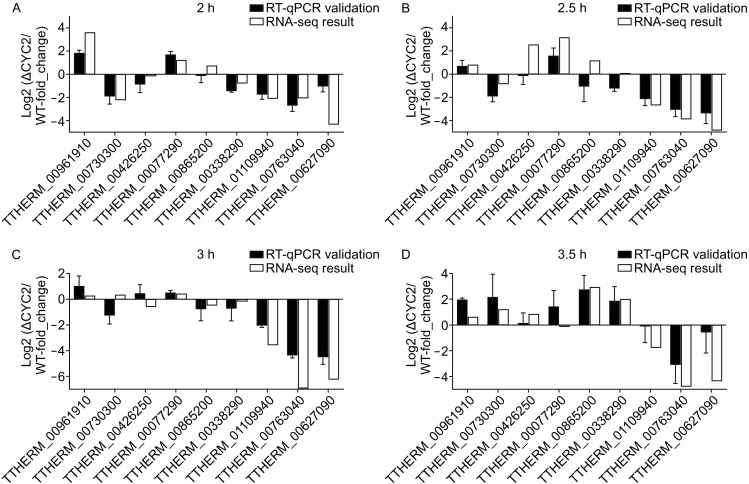
RT-qPCR verification of the RNA-Seq results. The 8 randomly selected genes (TTHERM_00961910; TTHERM_00730300; TTHERM_00426250; TTHERM_00077290; TTHERM_00865200; TTHERM_00338290; TTHERM_01109940; TTHERM_00763040) plus *CYC2* TTHERM_00079530) and *SPO11* (TTHERM_00627090) were performed with RT-qPCR. The primers were designed to across an intron to eliminate potential confluence from residue genomic DNA contamination. cDNA templates were from of 3 independent biological repeats of cell samples respectively at 2 h (A), 2.5 h (B), 3 h (C), and 3.5 h (D) after conjugation initiation. The tendencies of mRNA expression changes were in accordance with the RNA-Seq analysis results, which well-validated of the sequencing data

## Discussion

*T. thermophila* is a great model organism for studying meiosis process, since its meiosis property make synchronization easy and high-efficient. Previous work mainly conducted traditional biochemistry and cell biology methods to study meiosis process of this ciliate (Howard-Till et al., 2011). In our research, we highlight on meiosis process by combining phenotype analysis and transcriptome-wide deep sequencing with traditional biochemistry methods. RNA-Seq analysis was performed to determine the effects of *CYC2* KO on genome-wide genes’ expression levels during meiosis. Plenty of DEGs between *CYC2* KO and wild type strains were functionally enriched in DNA mismatch repair and DNA replication field, revealing that cyc2p, a cell cycle related protein, would be essential to meiosis by participating in DSBs formations, DNA mismatch repair and replication.

On this experimental design, Δ*CYC2* displayed conspicuously defect of meiotic micronuclei elongation and meiotic DSBs formation in compatible with previously published phenotype of *SPO11* knockout strains (Δ*SPO11*) during the prophase of meiosis I (Mochizuki et al., 2008; Zhang et al., unpublished data). Ample evidence indicates that DSBs are initiators of meiotic recombination. We reasoned that the absence of DSBs formation in Δ*CYC2* strain was due to the drastic reduction in *SPO11* expression, which is responsible for formation of meiotic DSBs as catalyzing the DNA cleavage via its Type II B topoisomerase-like transesterase activity with the help of a series of other related proteins (Bergerat et al., 1997; Cao et al., 1990; Keeney et al., 1997b; Lam and Keeney, 2015; Sun et al., 1989; Szostak et al., 1983).

Some previous research reported that spo11p in mice and budding yeast might function independently of DSBs induction to assist homolog alignment (Boateng et al., 2013; Loidl, 2013). Thus, spo11p has very crucial roles in inducing DNA self-generated DSBs, which is indispensable for homolog chromatin crossover formation at synaptonemal complex state, and possibly also in promoting homologs to approach each other to be aligned faithfully. That may be reasonable to explain the act in *T. thermophila* of the germline nuclear elongation since the homolog recognition is easy to achieve when chromosome become a long thin bouquet in crescent stage.

However, although *SPO11* is the catalytic center of the meiotic recombination initiation mechanism, and is also highly expressed at 2–4 h after conjugation initiation and involved in DSBs formations, *CYC2* gene’s expression has not been affected by knocking out *SPO11* according to TGFD (*Tetrahymena* Functional Genomics Database) meiosis RNA-Seq data (Fig. S3) and (Zhang et al., unpublished data). This could indicate that *CYC2* may play a key role in regulating *Spo11* and further influencing the whole downstream process of meiosis.

Additionally, HR is associated very closely with DNA repair including mismatch repair (Spies and Fishel, 2015). Previous study has demonstrated that the recombinases Rad51 and Dmc1 play important roles in DNA break repair and recombination partner choice in the meiosis of *Tetrahymena* (Howard-Till et al., 2011). Also during the streamlined meiosis of *Tetrahymena*, Msh family protein function in synaptonemal complex independent chiasma formation (Shodhan et al., 2014). A very interesting phenomenon we observed is that several key meiotic recombination proteins associated with DNA repair (*MRE 11*, *RAD51*, *DMC1*, *Msh3*, and *Msh6*), which were all down regulated in *CYC2* KO (Table 2), were not affected after ablating *SPO11* according to TGFD meiosis RNA-Seq data (Zhang et al., unpublished data). Also the recombination defect in *SPO11* mutants can be partially rescued by production of DSBs from an exogenous source such as ionizing radiation (Loidl and Mochizuki, 2009). These data may confirm the involvement of *SPO11* in DSBs formation without effects on meiotic recombination machinery proteins. Meanwhile these could indicate that DNA repair (including MMR) genes down regulated in Δ*CYC2* may be also directly regulated by *CYC2* rather than caused through *SPO11* down-regulated.

In the present study we concluded that the meiotic disabled phenotypes and the absence of DSBs in Δ*CYC2* strains due to the down regulation of *SPO11* but the exact mechanism how *CYC2* actively control *SPO11* at the right time and place remains unknown. Also, these data will encourage us to unravel the pathway how *CYC2* affect meiotic recombination process during meiosis I prophase. Another challenge is the need to fully catalog *CYC2* in *T. thermophila* and consider the following questions concerning the initiation of meiotic recombination, for example, how does *CYC2* actively regulate *SPO11* to promote DSBs formation? How does *CYC2* regulate the recombination machinery genes or proteins? Does *CYC2* act as a meiosis specific transcription factor?

## Materials and methods

### *T. thermophila* strains and culture conditions

WT strains CU428 and B2086 II were provided by P. J. Bruns (Cornell University, Ithaca, NY, USA, now available through the National *Tetrahymena* Stock Center, http://tetrahymena.vet.cornell.edu/index.html). Cells were grown in super proteose peptone (1× SPP) medium (1% proteose peptone, 0.2% glucose, 0.1% yeast extract, and 0.003% EDTA ferric sodium salt) at 30°C with vigorous shaking (rotation speed usually at 180–220 rpm), unless otherwise specifically requested. For starvation, log phase cells were washed and resuspended in 10 mmol/L Tris (pH 7.4) at 30°C without shaking for 24 h unless specified otherwise. Cells were counted using a hemocytometer to control the concentration of the strains (Gorovsky et al., 1975).

### Phenotypic analysis

Two mating types (CU428 VII and B2086 II) of *T. thermophila* were fully starved by washing and resuspending in 10 mmol/L Tris (pH 7.4) in flasks without shaking for 20–24 h at 30°C, followed by mixing almost equal quantities of each to artificially start the conjugation process. Several time points interested were chose and the corresponding cell samples were collected, fixed with formaldehyde and stained with DAPI. Each sample was observed by Olympus fluorescence microscope to be classified to different stages by the developmental characteristics of both the Micronucleus and Macronucleus during conjugation and counted many enough cells to conclude the statistical number proportion.

### Transcriptome sequencing

Cells for each of the samples with the amount of approximately 1 × 10^7^ (cells) for each samples were washed once with 1× PBS (centrifuge at 450 ×*g* for 2 min) and spun down to pellet followed by immediate freezing in liquid nitrogen. After the total RNA extraction and DNase I treatment, magnetic beads with Oligo (dT) are used to isolate mRNA. Mixed with the fragmentation buffer, the mRNA is fragmented into short fragments. Then cDNA is synthesized using the mRNA fragments as templates. Short 6/8 fragments are purified and resolved with EB buffer for end reparation and single nucleotide A (adenine) addition. After that, the short fragments are connected with adapters. The suitable fragments are selected for the PCR amplification as templates. During the QC steps, Agilent 2100 Bioanaylzer and ABI Step One Plus Real-Time PCR System are used in quantification and qualification of the sample library. At last, the libraries are sequenced using Illumina HiSeq 2000.

### Data processing, identified DEGs and GO enrichment analysis

Raw sequencing reads were trimmed by removing Illumina adapter sequences and low quality bases. The STAR program with default parameters was used to map the sequenced reads to the reference genome and to find those that spanned exon–exon junctions. Transcripts were assembled using the Cufflinks software and gene expressions were based on fragments per kilobase of exon model per million mapped reads (FPKM) values. FPKM of different samples were compared by using Cuffdiff to identify DEGs. The up-regulated and down-regulated DEGs were analyzed for gene ontology (GO) through ClueGO (v 2.1.7) software. The RNA-Seq data used in this study have been deposited in NCBI Gene Expression Ommbius (GSE79286).

### Indirect immunofluorescence microscopy

1.5 mL of mating cells with 2 × 10^5^ cells/mL density in 10 mmol/L Tris, pH 7.5 were mixed with 5 μL of partial Schaudin’s fixative (two parts saturated HgCl_2_ to one part 100% ethanol) and incubated for 5 min at room temperature (RT). Cells were gently pelleted (130 ×*g* for 30 s) and washed once with 3 mL of RT methanol and resuspended in 1 mL of RT methanol. 50 μL of cells suspension was spread onto a coverslip and air dried for 30 min. Cells were stained with anti-γH2A.X (1:100) (Anti-phospho-H2A.X (Ser139) Mouse Ab (Millipore 05-636-I) Antibody) followed by incubation with AlexaFluor 568 goat anti-mouse immunoglobulin G (IgG; 1:400) (Invitrogen). Nuclei were stained with the DNA-specific dye 4′,6′-diamidino-2-phenylindole (DAPI; Roche) at 10 ng/mL for 10 min. Images were obtained with an Olympus IX73 fluorescence microscope.

### Isolation of total cellular RNA

The total cellular RNA of all samples in this study were extracted using Eastep^TM^ Universal RNA Extraction Kit (Promega, Cat.No.LS1030) followed by reverse transcription using GoScript™ Reverse Transcription System Kit (Promega, Cat.No.A5000) and the step by step procedures are based on the given product manuals all available online.

### RT-qPCR

The cDNA products from RNA extraction and reverse transcription underwent real time quantitive PCR to quantify the mRNA expression level of selected genes using AceQ^®^ qPCR SYBR^®^ Green Master Mix (Vazyme, Cat.No.Q111-03) on the equipment CFX Connect Bio-Rad. The procedures in details and the PCR thermocycle protocol are based on the given product manuals all available online.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (XLSX 9 kb)

Supplementary material 2 (XLSX 14 kb)

Supplementary material 3 (XLSX 16 kb)

Supplementary material 4 (XLSX 19 kb)

Supplementary material 5 (XLSX 17 kb)

Supplementary material 6 (XLSX 10 kb)

Supplementary material 7 (PDF 598 kb)

How the deposited data were processed for this re-analysis (not part of the article)

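Poly(A) RNA of *T. thermophila* was sequenced 2 h, 2.5 h, 3 h and 3.5 h after conjugation initiation from wild type (WT) cells and from cells without *CYC2* (Δ*CYC2*). There were 8 libraries, 4 per strain and 1 per strain and time point. The authors aligned reads to the reference genome with STAR, quantified transcripts with Cufflinks and compared the libraries of each time point with Cuffdiff. The versions of these tools, the genome build and the annotation are not given in the sources used here. Each deposited table holds 26996 genes and 1 pair of libraries. Its FPKM values, made by the authors with Cuffdiff, are fragments normalized to transcript length and to mapped fragments, with the scaling of that time point's own run. Its log2 fold change is, as deposited, the log2 of the Δ*CYC2* value over the WT value with no pseudocount, and differs from that quotient by at most 1.41e-05. The deposited ratio is infinite where 1 library is at 0, which is so for 1708, 1913, 2082 and 2008 genes at the 4 time points. The deposited test statistic is a Cuffdiff score with the sign opposite to the fold change. The deposited p-value and q-value come from Cuffdiff within a run, which compares 1 library with 1 library, and the authors call a gene at a q-value under 0.05. The strains are named in the header of the 2 h table alone. For the other tables the order of the columns was taken from the paper's Table 2, in which 80 of 80 log2 fold changes equal the table of their time point and no other. No column was left unmapped.

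The depth per library comes from the paper's Table 1. The uniquely mapped reads were 42626886, 43577402, 43300024 and 43577316 in WT and 43683066, 43598652, 42755586 and 43280830 in Δ*CYC2* at 2 h, 2.5 h, 3 h and 3.5 h. The deposited FPKM values sum to 1417849, 1463436, 1294425 and 1454105 in WT and to 1509114, 1500781, 1404024 and 1501337 in Δ*CYC2*. The read counts behind single values are not given in the sources used here, so no counting interval was computed.

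Genes changed over the time series were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with a coefficient for the strain and time as a block, empirical Bayes with a trend on mean expression, and 3 residual degrees of freedom. Genes with a mean of at least 1 FPKM were tested, 16862 in all, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Within 1 time point, genes were counted by size alone, as those with log2((Δ*CYC2* + 1)/(WT + 1)) of at least 1 or at most −1 and at least 1 FPKM in either strain. The authors' calls were counted as deposited. A steady change of the ratio with time was tested as an interaction of strain and time, which leaves fewer residual degrees of freedom than the main model. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

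Of the gene lists, 5 came from the genes the paper names and 14 from its tables of enriched terms. Each list was described at each time point by its median log2 ratio and the percentile of that median among 10000 random lists of the same size, drawn within 20 classes of mean expression. Over the time series, lists were tested with limma's camera, two-sided, with a preset correlation between genes of 0.01, and again with an estimated correlation. Its degrees of freedom come from the number of genes in the first setting and from the residuals of the fit in the second. Lists whose gene cells are shortened in the study's tables were given no set test. Another 20 lists were to be drawn from words in product names, and these are void because 0 of the 26996 genes have a symbol in the annotation used here.

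The genes named in the text follow a rule set before the data were examined, as were the main tests and all alternatives but those said to be chosen later. The rule takes the genes the paper names, whose values in the paper's tables had been seen. It adds the 10 genes per direction with the largest mean ratio among those with a mean of at least 5 FPKM that passed the test and changed the same way at all 4 time points. It also adds up to 4 members per list with the highest mean FPKM, the 3 largest rises and falls at each time point among genes of at least 5 FPKM, and the 5 largest changes of direction. Genes without a product name are given by ID, at most 2 risen and 2 fallen per time point.

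Alternatives were a pseudocount of 0.1 or 5, no filter or a filter of 5 FPKM, ratios centred on their median, no time block, no trend, each time point left out in turn, a threshold of 4-fold, and the authors' p-values without adjustment or adjusted over the tested genes. Alternatives chosen after seeing the data left out 2 genes that Cuffdiff marks as too deeply or too thinly covered to be tested, took centred ratios of at least 2-fold on average, or tested lists and named genes with no filter or no trend. The model was tested on simulated data with the means and spreads of these libraries. Over 5 simulations of 16862 genes, 500 were changed by each size, and the noise was independent between genes. The model recovered 66.2% of genes changed by a log2 ratio of 1 and 98.4% of those changed by 2. Of its calls, 7.94% were false, above the nominal 5%. In the real data the model called 8558 genes, a far larger share, and errors may be correlated between genes. These rates need not hold there. A simulated list moved by a log2 ratio of 1 lay at percentile 100 of the random lists, and a list that was not moved at 34.25. The microscopy, the quantitative PCR and the protein measurements of the paper were not analysed here.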

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

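No test in this part was chosen after a result was seen, except that of a run of adjacent genes. The libraries of a strain, and the log2 ratios of a gene at the 4 time points, were searched with Dixon's test for a value far from the rest. That test picks out about 1 in 20 groups by chance, and it picked out 3 of 45. The 45 groups include the WT medians of the run, which was found in these data. Those medians were not picked out.

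In the Δ*CYC2* library at 3 h, 89% of the clean reads were mapped by the paper's Table 1, far from the 96.2% to 96.3% of the other Δ*CYC2* libraries. The FPKM values of the same library summed to 1404024, far from the 1500781 to 1509114 of the others. The Aurora-like kinase gene had a log2 ratio of −2.15 at 2 h, far from its ratios at the later times, which lie between −3.86 and −3.65.

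*RAD10* had a log2 ratio of −2.22 at 3 h and 1.49 at 2 h, and this difference was not tested by itself. In all, 123 genes were at least 2-fold apart in opposite directions at 2 h and 3.5 h, 52 of them higher and then lower in Δ*CYC2* and 71 the reverse. These differences were tested only as a steady change with time, which passed limma's threshold for 0 genes, with 1550 rising and 2232 falling at an unadjusted p under 0.05. With few residual degrees of freedom, that test does not show that the ratios were constant.

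The paper does not discuss TTHERM_01026410, which is listed at 0 in all 4 WT libraries and stands between 9.01 and 44.8 FPKM in Δ*CYC2*. It does not discuss TTHERM_00326770 either, which stands between 1295 and 2130 FPKM in Δ*CYC2* and between 14.2 and 67.4 FPKM in WT.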

How the results depend on the processing

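The settings that leave out 2 genes with failed estimates, or take centred ratios of at least 2-fold, the tests of lists and named genes with no filter or no trend, and both counts of other splits were chosen after the results were seen. Of the counts, correlations and list tests under all alternatives, 303 stayed near the main value or on its side of the threshold, 37 counts moved further and 23 list tests no longer passed. With 1 library per strain and time point, depth and spread within a time point cannot be separated, and genes under 1 FPKM were left out of the tests. Time served as the block, which pairs the libraries of a time point.

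Over the 4 time points, the main counts were 6266 higher and 2292 lower genes. Median-centred ratios gave 3081 and 3530, because they remove the shift. At least 2-fold at all 4 time points were 981 and 631, by size in place of the test. Centred ratios of at least 2-fold on average gave 1141 higher genes, by size and without the shift. A mean of at least 5 FPKM gave 1504 lower genes, because fewer were tested. Leave-one-out counts ran from 3798 (without 2.5 h) to 6557 (without 2 h) higher and from 1621 (without 2.5 h) to 2729 (without 2 h) lower. Exchanging the strains within time points gives 8 splits, too few for a share under 0.05, with 8558 genes for the real split and 0 for the highest other. Without a time block, 1 of 35 splits (the real one, 7410 genes) gave as many genes and the highest other gave 1, but these splits ignore that the strains share the time points, so they do not exclude chance for the counts with a time block.

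Counts by size moved for reasons of construction, as the alternatives shrink the ratios of low genes, remove the shift or ask for a larger size. A pseudocount of 5 gave 1805 higher and 836 lower genes at 2 h, 1885 and 953 at 2.5 h, 1556 and 1220 at 3 h, and 1350 and 943 at 3.5 h. Centred ratios gave 1873 and 2264 at 2 h, 1573 and 2800 at 2.5 h, 1785 higher at 3 h and 1311 higher at 3.5 h. At least 4-fold were 558 and 359 at 2 h, 431 and 532 at 2.5 h, 331 and 685 at 3 h, and 238 and 471 at 3.5 h. The authors' deposited table holds 3349 higher and 1280 lower genes at 2 h at a p-value of at most 0.05 without adjustment, 2956 and 1660 at 2.5 h, 2147 and 2199 at 3 h, and 2505 and 1848 at 3.5 h.

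With the preset correlation, camera takes its degrees of freedom from the number of genes, so its p-values rest on the spread across genes. With an estimated correlation it takes the 3 residual degrees of freedom of the fit. With an estimated correlation none of the 17 lists tested passed camera. How much of this comes from the correlation itself was not tested. The adjusted p was 0.162 for mismatch repair (both lists), Table 2, replication, DNA damage, chromosome organization, cysteine-type peptidase, plasma membrane, elongation, mitochondrion and 1 further list. It was 0.172 for break repair and replication initiation, 0.170 for pyruvate and glycosylation, 0.228 for induction and cell cycle, and 0.292 for the nucleolus. All 17 lists passed with pseudocounts of 0.1 and 5, no trend, and without 2 h or 3.5 h, and 16 with centred ratios, no time block, no filter, and without 2.5 h or 3 h. With at least 5 FPKM, 15 passed and 1 list had no value. The break repair list missed the threshold at 0.0963 centred, 0.154 with at least 5 FPKM, 0.0668 with no filter and 0.0540 without a time block, and its leave-one-out values ran from 0.0181 to 0.0594 (without 2.5 h). Leave-one-out values of the induction list ran from 0.0127 to 0.0518 (without 3 h). The cause was not tested.

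Of 44 named genes, 44 kept direction and side of the threshold with pseudocounts of 0.1 and 5, no time block and no trend, 41 with no filter, 38 with centred ratios, and 37, 41, 41 and 38 without 2 h, 2.5 h, 3 h and 3.5 h. Direction reversed for 4 genes that did not pass the test. HOPP2 (TTHERM_01190440) went from 0.14 to −0.19 centred, with leave-one-out values from −0.011 (without 3.5 h) to 0.28. TTHERM_000408985 went from 0.06 to −0.27 centred, with −1.43 (without 3.5 h) to 1.40 (without 2 h). TTHERM_00437780 went from 0.31 to −0.018 centred, with −0.39 (without 3.5 h), −0.03 (without 3 h) and up to 1.55 (without 2 h). TTHERM_00414530 went from 0.02 to −0.31 centred, with −1.16 (without 2 h) to 1.18 (without 3.5 h). Centring lowers all ratios by the shift, and for the left-out time points the cause was not tested.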

Differences from the paper's values

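No alternative in this part was chosen after the values were seen. The paper's text gives 1001 up-regulated and 488 down-regulated genes at 3 h (the paper's values), and the authors' deposited table calls 488 genes higher and 1001 lower in Δ*CYC2*. These are the same numbers with the directions exchanged. The 80 log2 fold changes of the paper's Table 2, which set the direction at each time point, all equal the authors' deposited table. A change of threshold does not exchange directions. None of the alternatives set before the data were examined comes within the paper's numbers. In the authors' deposited table they give 469 higher and 877 lower with q-values over the tested genes, 483 and 998 with the study's filter for its term tables, 2147 and 2199 without adjustment, and 488 and 989 without calls at 0. At 2 h and 2.5 h the paper's counts by direction equal those of the authors' deposited table. At 3.5 h the paper's text gives 706 down-regulated genes (the paper's value) and the authors' deposited table 766, and for genes called at all 4 time points the paper's text gives 479 (the paper's value) and the authors' deposited table 472, the number printed in Fig. 3B.

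The paper gives a fold change of −16 for *SPO11* (the paper's value) and does not say over which time points. The geometric mean fold change on FPKM + 1 was −21.2, and the SD of the 4 fold changes was 4.23 (n = 4 pairs). The FPKM value in WT was 19.4 times that in Δ*CYC2* at 2 h, 28.1 times at 2.5 h, 26.3 times at 3 h and 19.9 times at 3.5 h. A mean was said to differ if it lay more than 1 SD of its 4 fold changes from the paper's value, which is not a test. By that rule it also differs with a pseudocount of 0.1 (−22.9), with centred ratios (−26.6) and with no pseudocount (−23.1). It does not differ with a pseudocount of 5 (−15.9).

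The log2 fold changes of the 9 genes of Table S6 equal the authors' deposited table at 2 h, 2.5 h and 3.5 h, and at 3 h none of the 9 does. The paper's value at 3 h is 0.23 for *RRP5*, where the authors' deposited table gives 1.42, and 0.30 for *UDH1*, where it gives −0.12. For the oxidoreductase gene the paper's value is −0.55 and that of the authors' deposited table 1.28. For *TTLL6E* the paper's value is 0.39 against 0.34, for the tetraspanin gene −0.43 against 1.19, and for the NLI phosphatase gene −0.13 against 1.14 in the authors' deposited table. For *PMS2* the paper's value is −3.53 against −2.39, for *MSH5* −6.92 against −5.40, and for *SPO11* −6.19 against −4.72 in the authors' deposited table. No alternative was set for these values. All 80 log2 fold changes of the paper's Table 2 equal the authors' deposited table.

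Among the genes of strand exchange and repair that the paper's text lists as falling, *DMC1*, *SGS1*, *HOP2*, *MND1*, *RFA1*, *EXO1*, *PMS2*, *TMLH1*, *MSH6* and *MSH3* were lower at an adjusted p under 0.05 from limma, and *MRE11* was not. The log2 ratio of MRE11 (TTHERM_00721450) over the 4 pairs was 0.55 (adjusted p = 0.191 from limma), and it was higher in Δ*CYC2* without the 2 h pair (0.89, adjusted p = 0.0330 from limma), while at 2 h alone it was −0.47.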

Other observations

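All tests in this part were chosen after the result was seen, except that of a few abundant genes taking more of the WT libraries.

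In WT, 209 genes rose at least 4-fold from 2 h to 3 h, with a median log2 change of 2.30, and the median change of these genes in Δ*CYC2* was 0.47. Their median log2 ratio of Δ*CYC2* to WT was −0.22 at 2 h and −1.80 at 3.5 h, when 167 of them were at least 2-fold lower in Δ*CYC2*. Another 39 genes fell at least 4-fold in WT, with a median change of −2.42 in WT and −0.10 in Δ*CYC2*, and a median ratio of −1.11 at 2 h and 0.45 at 3.5 h. Changes between time points compare tables that were normalized separately, and the genes were picked on WT libraries at 2 h and 3 h, which also favours a smaller change in Δ*CYC2*.

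A hypothesis is that Δ*CYC2* cells are held at the state WT cells have at 2 h. Across 16862 genes, the WT change from 2 h to 3 h and the log2 ratio at 3.5 h, which share no library, had a Spearman's rho of −0.46 and a Pearson's r of −0.49, consistent with it, though genes are not independent replicates. By itself it does not account for 4694 genes that already differed at least 2-fold between the strains at 2 h. The WT library at 2 h differed from those at 2.5 h, 3 h and 3.5 h in 1055, 2215 and 2136 genes. The count between strains includes the shift of the ratios and any difference between cultures. It therefore cannot tell whether the cells were held at that state in addition. A delay that began before 2 h was not tested.

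Reads of *CYC2* in Δ*CYC2* stood at 11.6% to 34.3% of WT. RNA of WT cells in the Δ*CYC2* libraries is argued against by 153 of 2560 genes with at least 50 FPKM in WT at 3.5 h (5.98%), which lay below 17.2% of their WT level, a smaller share than that of *CYC2*. Transcripts of a part of *CYC2* left in the allele, or gene copies left in place, cannot be told apart from the data, since the highest share was 2.96 times the lowest and no replicate gives an error to set this against. The paper reports that PCR at the locus showed the knock-out. It also reports very low *CYC2* mRNA by RT-qPCR with primers in the coding sequence. Those measurements were not analysed here. No biological explanation was tested.

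A run of 12 adjacent genes on scaffold scf_8254813, from TTHERM_00362950 to TTHERM_00363060 (294816 to 318020), was low in Δ*CYC2*, with medians of 6.18, 4.21, 2.13 and 6.79 FPKM at the 4 time points against 153, 13.2, 213 and 315 FPKM in WT. In 1000 permutations of gene order, 0 had a run as long and the longest held 4 genes, which argues against chance. The WT library at 2.5 h stood at a median of 0.0506 of the mean of the other WT libraries over the run, which argues against a loss from the Δ*CYC2* strain alone, and only 0.478% of expressed genes (18 of 3768, 12 of them in the run) were as low there, which argues against a fault of that library over all genes. A loss with reads of similar genes placed on the run stays open, since all 12 genes are above 0 FPKM in the 4 Δ*CYC2* libraries and shared reads would also give this. A difference between the cells used for the libraries, and a regulated block of genes, were not tested.

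More genes were higher than lower in Δ*CYC2*, with 67.3%, 69.1%, 63.0% and 66.6% of the tested genes above 0 at the 4 time points. A difference in depth is argued against by a log2 ratio of mapped reads of at most 0.0353. Scaling to the sum of all FPKM values gave medians of 0.26, 0.37, 0.18 and 0.28, and scaling to the sum without the 100 most abundant genes gave 0.12, 0.25, 0.21 and 0.27. A few abundant genes taking more of the WT libraries may thus account for part of the shift at 2 h and 2.5 h, but not at 3 h, where these genes took 46.8% of WT and 48.1% of Δ*CYC2*, and not for the whole at any time point. FPKM values are normalized to mapped fragments, so they cannot show a change in the amount of RNA per cell. Whether the scaling of the tables gives the rest was not tested.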
